A study of Mus musculus with 8 samples. Its data were reported in "Uhrf1 regulates active transcriptional marks at bivalent domains in pluripotent stem cells through Setd1a" (2018).

How the data were processed

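RNA was measured by sequencing in 8 libraries, 1 for each of WT and Uhrf1 KO E14 ESCs and EBs at weeks 1, 2 and 3. EBs were grown by the hanging-drop method, poly(A) RNA was fragmented and copied with random hexamers, and the authors aligned reads to mm9 with TopHat 1.1.4, Bowtie 0.12.7 and SAMtools 0.1.18 and computed RPKM over RefSeq genes with Cufflinks 1.1.0. The deposited values are log2 of RPKM + 1 per gene, made by the authors. This unit was read from the values, which lie between 0 and 14.55 and give RPKM on a grid of 0.0001 within 1e-08 for 100% of values after 2 to their power minus 1. The table holds 20215 genes with distinct symbols (18818 coding and 1397 noncoding transcripts), and symbols are printed as deposited. All 8 columns were used.

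Depth was estimated in each library from the smallest step of RPKM times transcript length over 5672 genes with a single annotated transcript between 800 and 6000 nt. Lengths were those of the longest GENCODE M1 transcript (mm9) and were found for 19738 genes. The estimates ran from 12800000 to 177000000 reads. Reads per gene were estimated from these steps, and 95% intervals of ratios are exact binomial (Clopper-Pearson) intervals that cover counting error only. A gene with an RPKM of 0 is written as listed at 0, with no fold. Genes at RPKM 1 or more numbered from 10766 to 12585 per library. Coordinates are those of GENCODE M1.

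KO was compared with WT at each of 4 stages, and each genotype was compared along its own course. Folds were taken on RPKM + 1 with no rescaling, over genes at an RPKM of 1 or more in either library, and genes 1.5-fold or more apart were counted. Folds printed for single genes are ratios of RPKM without the added 1. With 1 library per group no p-value was computed for these comparisons. The number of calls that counting error alone would give was simulated. The genes named at each stage were the 10 highest and 10 lowest by log2 fold among genes at an RPKM of 5 or more in either library, the 4 members of each list with the largest change, and the genes named by the study (43 of 47 are in the table). Small RNAs, Eef1a1 and the imprinted levels in the closing section were chosen after their values were seen.

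Gene lists were written before the data were examined, 39 in all. They cover the pluripotency network, primed and epiblast genes, textbook 2-cell genes, germline genes, imprinted genes with Xist, neuroectoderm, neurons, glia, neural crest, early mesoderm, cardiac transcription factors, cardiac contractile genes, skeletal and smooth muscle, mesenchyme, cartilage and bone, endothelium, erythroid cells, white blood cells, endoderm transcription factors, visceral endoderm and hepatocytes, parietal endoderm, surface ectoderm, trophectoderm, Hox genes, Setd1a/COMPASS, Polycomb, DNA methylation, cell cycle, p53 targets, interferon response, hypoxia and glycolysis, immediate early and heat shock genes, reference genes and histones. Another 4 hold the genes the study picked from these samples as 2-cell genes and as examples of its muscle migration, cardiomyocyte, and neural crest and neuron modules. A list stood apart when the median log2 fold of its members fell below the 0.5 or above the 99.5 percentile of 10000 random lists matched on expression in 20 bins. Counts of members cover those detected at an RPKM of 1 or more in either library. The medians cover all members in the table.

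Effects over stages were fitted with limma 3.58.1 in R 4.3.3 (stage and genotype terms, 3 residual degrees of freedom, empirical Bayes with a mean trend) on 13249 genes at an RPKM of 1 or more in at least 2 libraries. The EB against ESC contrast came from the same model. Calls used a Benjamini-Hochberg adjusted p under 0.05. Lists were tested with camera at a correlation of 0.01, with an estimated correlation and with fry (statmod 1.5.0). Other work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

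The fold counts, the list percentile and the genotype model were tested on simulated data. The depth estimate, camera and fry, EB against ESC and the agreement between stages were not. At each stage 100 genes with a 2-fold and 100 with a 4-fold change were all recovered (100%), with 0, 9, 8 and 6 false calls among the 10733, 11020, 11994 and 12610 genes run for ESCs and weeks 1 to 3. With 1 library per group, the variation between cultures and between library preparations is unknown. These false calls thus give no error rate for the fold counts between the real libraries. For the genotype model over 13249 genes, 80% of genes with a log2 change of 1 and 84% of those with 2 were recovered, with 6 false calls. Of 200 random lists, 0.5% stood apart before and 100% after a shift of 0.5 log2 in the week 1 comparison.

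The alternatives were a pseudocount of 0.1, no filter or a filter at RPKM 5, scaling by median ratios, upper quartile or RPKM total, a 2-fold threshold, leaving out small RNAs and histones, list means, unmatched random lists, and limma without each stage pair or without the stage term. Chromatin, methylation and binding data of the study were not used here.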

Results

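The series holds RNA sequencing of 8 libraries from mouse E14 embryonic stem cells (ESCs), a line kept undifferentiated with leukaemia inhibitory factor, and from embryoid bodies (EBs), free-floating aggregates in which such cells differentiate into many tissues. Wild-type (WT) cells and cells labelled as Uhrf1 knockout (KO) were each sampled as ESCs and as EBs at weeks 1, 2 and 3, which gave 8 groups of 1 library. Estimated depth was 172000000 reads for WT ESCs and 46800000, 32100000 and 33700000 for WT weeks 1 to 3. For KO it was 177000000 in ESCs and 12800000, 19100000 and 18200000 at weeks 1 to 3. No replicate was available in any group, all 4 libraries of a genotype came from 1 line, and intervals below are 95% exact binomial intervals that cover counting error only. Levels are RPKM (reads per kilobase of transcript, scaled to the mapped reads of the library), and a gene is said to have risen or fallen when it passed 1.5-fold.

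Uhrf1, which encodes the protein that brings DNA methyltransferase 1 to newly copied DNA (chromosome 17, 56442744 to 56462909 on the plus strand in mm9), was lower in KO libraries at all 4 stages, past 1.5-fold in ESCs and at week 1, and was absent from none. Its level was 78.8 in WT ESCs and 45.2 in the ESC library labelled KO, which is 57.4% of WT (56.6 to 58.3). The share was 61.9% at week 1 (58.2 to 65.7), 94.1% at week 2 (89.5 to 99.0) and 75.6% at week 3 (71.7 to 79.6). A value summed over the whole gene does not show whether part of the transcript is missing, so these levels do not test the deletion. Dnmt1, the methyltransferase itself, stood at 53.1 in WT and 52.7 in KO ESCs.

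The ESC comparison asked what differed between the genotypes before differentiation began. KO ESCs had more RNA of germline, placental and epithelial genes, and less of the Zscan4 family that is expressed in 2-cell embryos. The homeobox gene Rhox6 (X chromosome, 35180087 to 35183034) rose 7.70-fold (7.21 to 8.24) from 5.71 to 44.0. H19, the imprinted noncoding RNA on chromosome 7, rose 5.74-fold (5.68 to 5.80) from 98.0 to 562, and the germ-cell RNA-binding gene Dazl rose 3.56-fold (3.43 to 3.69) to 26.5. Zscan4f, a telomere-regulating gene (chromosome 7, 11983264 to 11988090), was 9.04-fold lower (8.07 to 10.2), falling from 7.34 to 0.812. The growth factor gene Igf2, next to H19, was 3.32-fold lower (3.13 to 3.52), while Pou5f1, the core pluripotency factor, read 705 in WT and 769 in KO.

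In ESCs 424 genes were higher and 253 lower in KO by 1.5-fold or more, out of 11053 with an RPKM of 1 or more in either library (6.13%). Of the 677 calls 668 were of genes with a known length, for which counting error alone would give 0. With libraries scaled to an equal RPKM total the split was 345 higher and 370 lower. At 2-fold the counts were 113 and 36. Other genes among the largest rises were Rhox9 (5.10 to 31.2), Acta2, a smooth muscle actin (2.72 to 17.3), Scml2, a germline Polycomb-associated gene (1.89 to 11), and Calml4 (4.96 to 21.4). Among the largest falls were the 2-cell genes Gm5662 (8.70-fold lower, 7.52 to 10.1), Zscan4c (8.28-fold lower, 7.30 to 9.47) and Gm2016. Gap43, an axon growth gene, was 2.65-fold lower (2.49 to 2.82), and the hormone gene Calca and the metallothionein Mt3 fell from 15.6 to 6.07 and from 21.7 to 9.11. Zscan4 and Rhox genes have near-identical copies among which shared reads may be split, so each family reads better as a whole than gene by gene.

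Grouped into lists, 8 of 39 lists stood apart from random lists of like expression in ESCs, 5 higher and 3 lower, and 13 did when the random lists were not matched or when undetected members were left out. For lists of genes that vary independently 0.39 would be expected. Members of a list can vary together and some lists share genes, so the 0.39 measures no excess over chance. Of 33 germline genes detected, 13 rose and 0 fell (median log2 0.24), among them Tuba3a (21.8 to 66.8) and Tex101 (1.08 to 5.32). Surface ectoderm and epithelium genes had a median of 0.48, with 10 higher and 1 lower of 20, such as the keratin Krt7 (11.1 to 34.6) and the signal gene Wnt7b (4.11-fold, 3.87 to 4.37). Parietal endoderm and basement membrane genes had a median of 0.43 (6 higher, 0 lower of 16), with the proteoglycan Srgn rising from 8.07 to 24.1 and the chaperone Cryab from 12.7 to 35.9. Trophectoderm and placenta genes had 8 higher and 0 lower of 13 (median 0.15), including Hand1 (4.71-fold, 4.27 to 5.21) and Plac1 (0.403 to 3.04). Replication-dependent histones, whose RNA carries no poly(A) tail and so tracks RNA selection as well as biology, had a median of 0.19 with 4 higher and 0 lower of 38.

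On the lower side, the textbook 2-cell list had a median of -0.31 (1 higher, 4 lower of 7). The 4 detected 2-cell genes picked by the study on these samples, which are not independent evidence, had a median of -1.55 with 0 higher and 4 lower. The DNA methylation and heterochromatin list shifted by -0.12 with 1 gene higher and 1 lower of 26, the lower one being the demethylating dioxygenase Tet2 (5.57 to 3.18). Tet1, at 28.6 in WT and 19.3 in KO, stayed within 1.5-fold. The pluripotency network did not stand apart (median 0.06, 1 higher and 1 lower of 28), and the methyltransferase cofactor Dnmt3l was its gene that rose (163 to 254). Setd1a, the H3K4 methyltransferase studied in the paper, read 17.4 in WT and 13.9 in KO ESCs, and the Setd1a/COMPASS list had a median of -0.15 with 0 higher and 1 lower of 13.

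**Figure D1:**
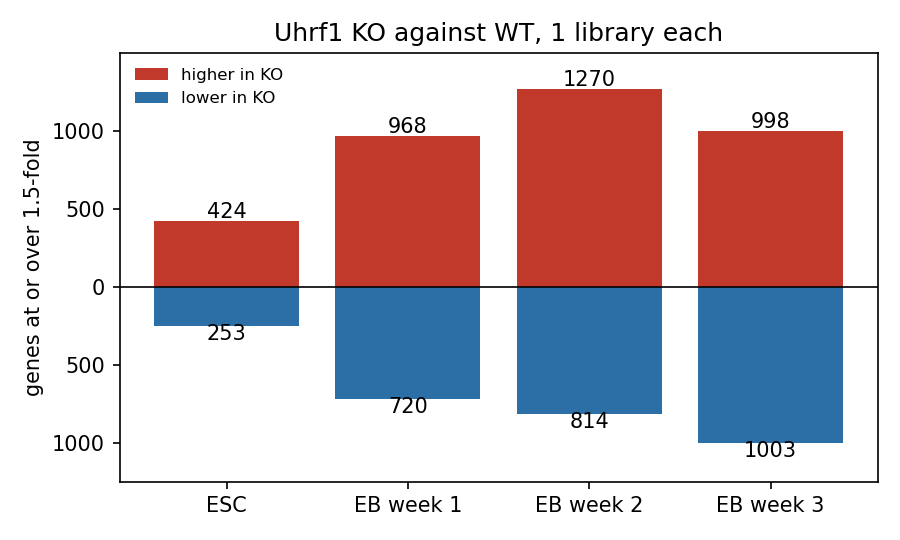
Number of genes at least 1.5-fold higher (up) or lower (down) in KO than in WT at each stage, 1 library per group. ESCs had 677 such genes in total and weeks 1, 2 and 3 had 1688, 2084 and 2001.

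The week 1 comparison asked how the lines differed as EBs began to form tissues. KO EBs had more RNA of heart muscle genes, and less of red blood cell genes and of the imprinted genes Igf2, Cdkn1c and Igf2r. The ventricular myosin light chain Myl2 (chromosome 5, 122550960 to 122563481) rose 5.34-fold (5.12 to 5.57) from 86.8 to 463, and cardiac actin Actc1 rose 4.17-fold (4.11 to 4.23) from 506 to 2109. Igf2 (chromosome 7, 149836673 to 149852721 on the minus strand) was 154-fold lower (137 to 174), at 701 in WT and 4.55 in KO. The embryonic globin Hbb-bh1 was 9.21-fold lower (9.00 to 9.43), at 8678 in WT and 942 in KO.

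At week 1, 968 genes were higher and 720 lower of 11569 (14.6%), and at 2-fold the counts were 395 and 228. For genes with a known length, counting error alone would give 11.75 calls against 1660. Among the largest rises were the X-linked germ-cell genes Xlr (17.2-fold, 13.9 to 21.4) and Xlr4a (0.817 to 16.7), Rhox6 (13.1-fold, 10.7 to 16.2) and the iron carrier Trf (8.84-fold, 8.39 to 9.31). The muscle genes Itgb1bp2, Casq1, a calcium store protein, and Myl9 also ranked there, with Casq1 at 6.75 in WT and 53 in KO. Among the largest falls were the growth inhibitor Cdkn1c (31.7-fold, 23.9 to 43.2), the Igf2-clearing receptor Igf2r (21.3-fold, 19.3 to 23.5) and the red cell anion exchanger Slc4a1 (40.7 to 3.69). The proton pump subunit Atp6v0c went from 9.94 to 0.0068, and Snhg9 and Gm12238, at 9.54 and 8.68 in WT, were listed at 0 in KO. In KO week 1, a single read on a transcript of 1 kilobase gave about 0.078, so the 0.0068 lies at the floor. How reads were assigned to these genes was not tested. The chromatin protein gene Hmga1 went from 15.6 to 0.971.

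At this stage 21 of 39 lists stood apart, 12 higher and 9 lower, and 10 did with means in place of medians. Cardiac contractile and calcium handling genes had a median log2 of 1.30, with 36 higher and 0 lower of 38, including Myl3 (6.72-fold, 6.41 to 7.04), Tnni3 (31.4 to 212) and Tnnt2 (303 to 877). Cardiac transcription factors moved less (median 0.29, 6 higher and 1 lower of 18), with Hopx rising from 12.9 to 38.7, Nkx2-5 from 3.14 to 6.60 and Tbx5 from 5.33 to 9.57. The 3 cardiomyocyte module examples, picked by the study on these samples and so not independent evidence, all rose (median 2.06). Smooth muscle genes had a median of 1.00 (9 higher, 0 lower of 12) and skeletal muscle genes 0.10 (9 higher, 0 lower of 11), such as Actg2 (0.643 to 4.70) and Myoz1 (1.06 to 9.73). Mesenchyme and extracellular matrix genes had 11 higher and 4 lower of 27 (median 0.37), with the matrix gene Postn rising 3.27-fold (3.14 to 3.41).

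Parietal endoderm (median 0.38, 7 higher and 3 lower of 20), surface ectoderm (0.48, 9 and 1 of 20), germline (0.17, 6 and 1 of 9) and neural crest genes (0.19, 4 and 1 of 12) also stood higher. Examples were Pth1r (9.70 to 25.4), Krt7 (3.56 to 12.0), Xlr3a (3.89 to 28.7) and Mitf, a melanocyte factor (2.07 to 5.15). Visceral endoderm and hepatocyte genes had a raised median (0.21) with 10 genes higher and 11 lower of 30. The fetal plasma protein Afp (chromosome 5, 90919740 to 90937933) rose 6.09-fold (5.97 to 6.22), while the protease inhibitor Spink3 was 3.65-fold lower (3.50 to 3.81). The imprinted list had 8 higher and 8 lower of 34, a median of 0.12 and a mean of -0.34, with the growth regulator Dlk1 7.58-fold lower (6.75 to 8.54).

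Erythroid genes had 0 higher and 14 lower of 17 (median -1.34). Endothelium genes had 2 higher and 12 lower of 26 (median -0.53), with the junction cadherin Cdh5 falling from 78.2 to 36.7 and Icam2 from 24.7 to 9.06. The hypoxia and glycolysis list (median -0.47, 1 higher and 10 lower of 20) and the p53 targets (median -0.45, 0 and 8 of 23) stood lower, with Ddit4 3.14-fold lower (2.77 to 3.58), the glucose transporter Slc2a3 at 604 and 281, and the cell cycle inhibitor Cdkn1a at 91.9 and 42.2. The pluripotency network had 1 higher and 8 lower of 19 (median -0.32), with Pou5f1 at 9.42 in WT and 3.99 in KO and Zfp42 at 5.98 and 2.16. Smaller shifts were those of cell cycle genes (median -0.21, 0 and 3 of 34, such as the replication helicase Mcm5, 69.2 to 37.8), endoderm transcription factors (-0.16, 0 and 3 of 14, such as Hhex, 16.1 to 7.58) and early mesoderm (-0.13, 1 and 1 of 8, such as Cdx2, 5.81 to 1.34). The study's 3 muscle migration examples, not independent evidence, had a median of -0.79 (0 higher, 2 lower), with Igf1 going from 5.55 to 1.84 and the protease gene Plat from 14.9 to 8.18.

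The week 2 comparison asked whether the lines differed in the tissues EBs had formed by then. KO EBs had more RNA of pluripotency, germline, Hox and interferon genes, and less of yolk sac and liver-type, white blood cell and heart muscle genes. Pou5f1 (chromosome 17, 35642982 to 35647721) rose 4.22-fold (3.85 to 4.64) from 14.9 to 62.9, and Dazl rose 14.4-fold (12.0 to 17.4) from 1.37 to 19.8. The lipoprotein genes Apob and Apoa1 were 12.2-fold (11.6 to 12.9) and 9.09-fold lower (8.67 to 9.54), Apoa1 going from 834 to 91.8. Myl2, higher in KO at week 1, was now 4.50-fold lower (4.24 to 4.79), at 322 in WT and 71.6 in KO.

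At week 2, 1270 genes were higher and 814 lower of 12689 (16.4%), and at 2-fold the counts were 521 and 310. For genes with a known length, counting error would give 9 calls against 2050. Scaling to an equal RPKM total moved the median of all genes by -0.11 and gave 1008 higher and 1093 lower. The largest rises included genes of stomach and gut lining, namely Agr2 (38.3-fold, 28.2 to 52.1), Lgals4 (3.62 to 85.3), Gkn1 (2.46 to 60.1) and Gkn2 (8.33 to 152). Xlr3c (0.485 to 32.4) and Xlr3b, the surface antigens Ly6d and Ly6a, AI662270, and Gm12238, listed at 0 in WT and at 20.9 in KO, also ranked there. The largest falls included Lgals2 (136 to 12.9), Apoa4, Apoa2 (475 to 59.0), Apom, Nepn, the sulphate transporter Slc13a4 and the placental protease Ctsj (22.7 to 2.31).

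Of 39 lists 17 stood apart, 9 higher and 8 lower. The pluripotency network had 24 higher and 0 lower of 27 (median log2 1.11), including Dnmt3l (8.98-fold, 7.57 to 10.7), the Nodal coreceptor Tdgf1 (9.26 to 40.0) and Fbxo15 (4.76-fold, 4.02 to 5.65). Germline genes had 20 higher and 0 lower of 24 (median 0.71), such as Xlr3a (0.974 to 26.8) and Tuba3a (0.796 to 13.6). Over both genotypes, limma called 1 germline gene higher and 24 lower of 31 in EBs than in ESCs. Whether the germline rise was separate from that of the pluripotency genes was not tested. Interferon response genes had 15 higher and 1 lower of 32 (median 0.55), such as the chemokine Cxcl10 (5.45-fold, 4.33 to 6.89) and Ifitm3 (136 to 375). Hox genes had 15 higher and 0 lower of 20 (median 0.44), with Hoxd13, which patterns digits and the hindgut, up 8.26-fold (6.92 to 9.91). Neuron genes had 14 higher and 0 lower of 20 (median 0.35), such as the microtubule gene Stmn2 (2.67-fold, 2.35 to 3.04) and Crmp1 (3.50 to 9.94).

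The p53 targets (median 0.40, 7 higher and 0 lower of 23), primed and epiblast genes (0.38, 5 and 3 of 13), Polycomb repressive complexes (0.26, 3 and 0 of 24) and the textbook 2-cell list (0.21, 4 and 0 of 7) stood higher with fewer genes past the threshold. Examples were Phlda3, a pro-apoptotic gene, Fgf5 (0.416 to 2.65), Cbx7 (2.40 to 4.82) and Zscan4f (0.617 to 5.39).

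Visceral endoderm and hepatocyte genes had 1 higher and 28 lower of 36 (median -1.28), and white blood cell genes 0 higher and 23 lower of 25 (median -1.11), such as the microglia and monocyte receptor Cx3cr1 (9.45-fold, 7.78 to 11.6), Csf1r (23.3 to 6.84) and Fcgr2b (47.8 to 13.9). Cardiac contractile genes had 1 higher and 26 lower of 40 (median -0.81), such as Actn2 (3.08-fold, 2.79 to 3.40) and Mybpc3 (24.8 to 8.79). Cardiac transcription factors had 2 higher and 8 lower of 17 (median -0.47), with Tbx5 going from 4.48 to 1.92. The study's 3 cardiomyocyte examples, not independent evidence, all fell (median -1.12). Endoderm transcription factors (-0.34, 4 higher and 5 lower of 19), trophectoderm (-0.29, 1 and 11 of 17) and endothelium (-0.28, 0 and 8 of 25) also stood lower, with examples in Onecut1 (2.53 to 0.833), the placental gene Tpbpa (6.32 to 0.239) and the lymphatic receptor Lyve1 (13.9 to 5.22).

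The week 3 comparison asked the same of the oldest EBs. KO EBs had more RNA of interferon response genes, and less of yolk sac and liver-type genes and of neuron genes. The interferon-induced Ifit1 rose 18.6-fold (16.3 to 21.2) from 2.76 to 51.4. At week 2 Ifit1 had read 20.4 in WT and 38.8 in KO, so its larger fold at week 3 came with a fall in the WT library. Afp was 22.9-fold lower (21.7 to 24.1), at 824 in WT and 36.0 in KO, and albumin (Alb) was 20.7-fold lower (18.9 to 22.7). Dcx, a gene of migrating young neurons, was 5.29-fold lower (4.70 to 5.94), at 10.1 in WT and 1.92 in KO.

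At week 3, 998 genes were higher and 1003 lower of 13050 (15.3%), and at 2-fold the counts were 426 and 386. For genes with a known length, counting error would give 9.95 calls against 1959. Scaling to an equal RPKM total moved the median of all genes by -0.12 and gave 779 higher and 1392 lower. The airway secretory gene Scgb3a2 (49.4-fold, 43.2 to 57.0), the surfactant genes Sftpb (90.7-fold, 63.1 to 140) and Sftpc (0.0814 to 48.9), the alveolar genes Ager (1.29 to 43.2) and Aqp5 (24.4-fold, 20.9 to 28.7), Retnla (0.124 to 284) and Scgb1a1, listed at 0 in WT and at 226 in KO, were among the largest rises. Nkx2-1, the lung and thyroid transcription factor, went from 2.07 to 9.63. Among the largest falls were the stomach genes Tff1 (156 to 2.12) and Cym (115 to 1.47), the fatty acid carrier Fabp1 (40.8 in WT, listed at 0 in KO), the fibrinogen chains Fga (57.9-fold, 40.7 to 84.3) and Fgg (47.2 to 1.04), Apoa1 (145 to 5.31) and Igf2 (23.4-fold, 22.5 to 24.4).

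Of 39 lists 17 stood apart, 5 higher and 12 lower, and 8 did with means in place of medians. Interferon response genes had 28 higher and 0 lower of 32 (median log2 1.47), among them Ifit3 (18.8-fold, 16.4 to 21.5), Isg15 (6.41 to 84.5) and Ifi44 (2.10 to 22.4). At week 2 Ifit3, Isg15 and Ifi44 had read 25.5, 43.7 and 13.9 in WT and 41.8, 110 and 22.4 in KO. All of these named genes were thus lower in WT at week 3 than at week 2. Parietal endoderm genes had 11 higher and 0 lower of 20 (median 0.64), with the laminin Lama1 up 4.62-fold (4.42 to 4.83). The p53 targets (median 0.36, 5 and 0 of 23) and mesenchyme genes (0.31, 10 and 3 of 33) stood higher, with Cdkn1a going from 99.8 to 173, the matrix crosslinker Lox from 10.9 to 54.9 and Ogn from 7.11 to 37.8. The study's muscle migration examples, not independent evidence, had 2 higher and 0 lower of 3 (median 0.86), namely Igf1 (13.5 to 28.2) and Lpar1 (12.7 to 23.8).

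Visceral endoderm and hepatocyte genes had 1 higher and 31 lower of 35 (median -2.56). Neuron genes had 0 higher and 27 lower of 34 (median -0.80), including Stmn4 (7.72-fold, 5.85 to 10.4), Gap43 (36.6 to 10.2) and the neuronal tubulin Tubb3 (53.4 to 15.9), whereas the neuroectoderm and neural progenitor list split evenly (0.06, 5 and 5 of 29) with Sox1 at 5.05 and 4.28. White blood cell genes (-0.62, 1 and 15 of 23, such as C1qb, 17.9 to 5.83), Hox genes (-0.39, 0 and 14 of 27, such as Hoxa5, 5.73 to 1.14) and cardiac contractile genes (-0.31, 3 and 11 of 39, with Myl2 3.14-fold lower, 2.96 to 3.33) stood lower. Endoderm transcription factors (-0.32, 1 and 7 of 19), smooth muscle (-0.31, 0 and 3 of 12), histones (-0.24, 1 and 6 of 17), skeletal muscle (-0.23, 1 and 4 of 12), the textbook 2-cell list (-0.21, 0 and 4 of 7) and the pluripotency network (-0.21, 1 and 3 of 28) had smaller shifts, such as Hnf4a (13.2 to 3.42), Myh11 (4.42 to 1.16) and Zfp42 (91.8 to 58.6). The study's cardiomyocyte examples, not independent evidence, all fell (median -0.73).

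Across the 4 stages 0 of 39 lists stood apart every time, and 14 stood apart in opposite directions at 2 stages. The 7 lists that never stood apart included glia (medians from -0.16 to 0.15), cartilage and bone (-0.11 to 0.02), the immediate early and heat shock list (-0.14 to 0.14) and reference genes (-0.10 to 0.17). They also included neuroectoderm, the Setd1a/COMPASS list and the study's neural crest and neuron examples, which read 0.04, 0.30, 0.15 and -0.02 and are not independent evidence. The Setd1a/COMPASS list lay on the limit in ESCs (percentile 0.5), with medians of -0.15, -0.06, -0.07 and -0.15 from ESCs to week 3.

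**Figure D2:**
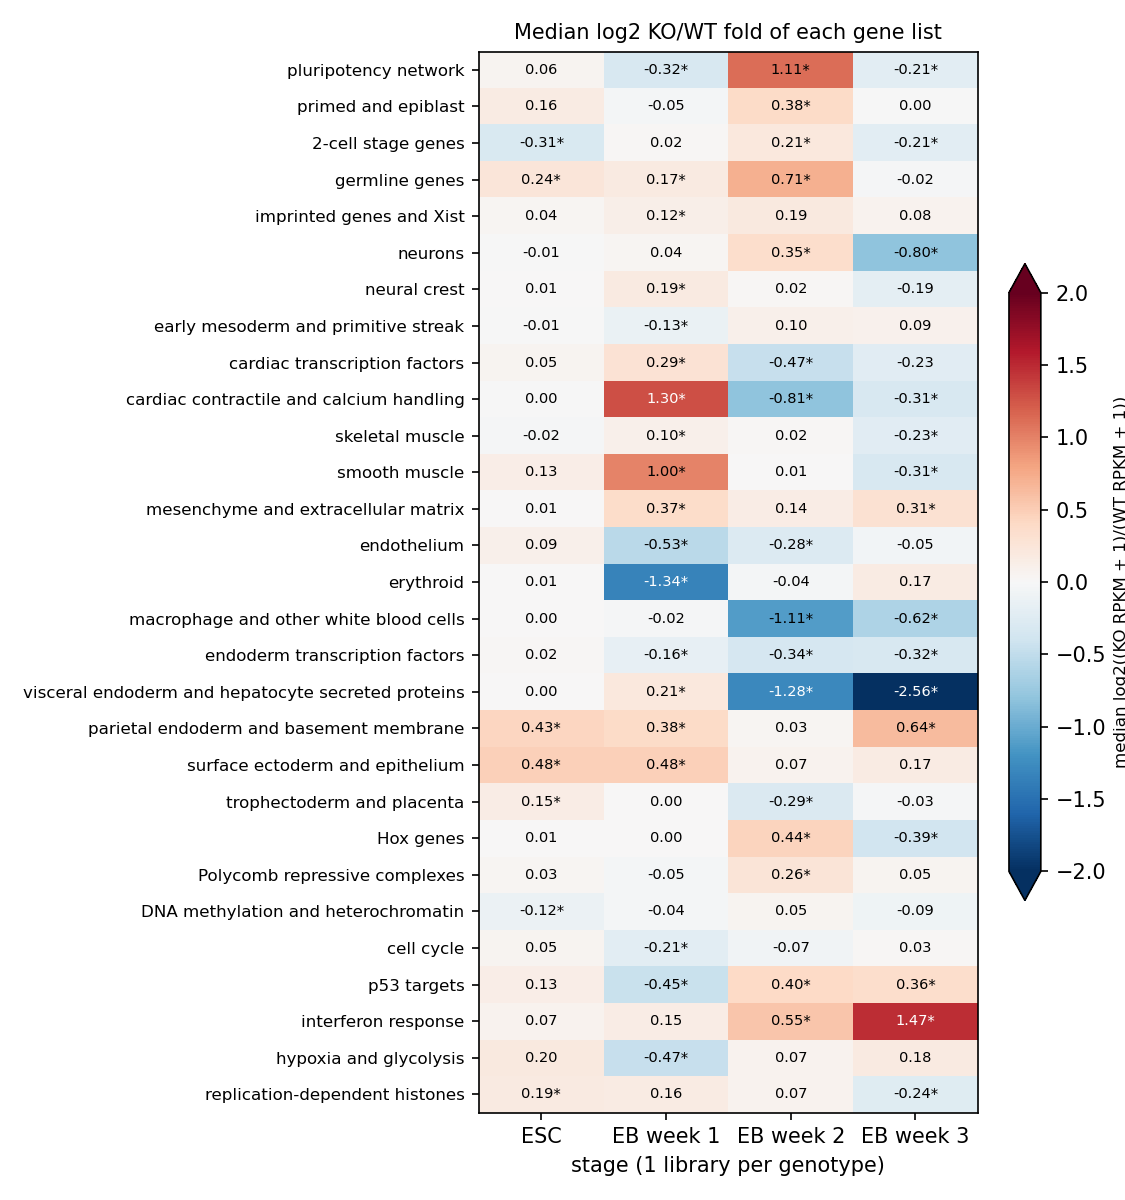
Median log2 KO/WT fold of 29 gene lists (vertical) at each of 4 stages (horizontal), 1 library per group, with red for higher and blue for lower in KO and asterisks for medians apart from random lists of like expression. Cardiac contractile genes read 1.30 at week 1 and -0.81 at week 2, and visceral endoderm genes read -2.56 at week 3.

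The courses within each genotype asked which tissues came and went. Between weeks 1 and 2, WT EBs gained yolk sac and liver-type genes (median log2 2.22, 27 higher and 1 lower), white blood cell genes (2.79, 23 and 2) and mesenchyme genes (2.03, 30 and 0), and lost erythroid genes (-3.61, 0 and 17). KO EBs over the same week lost cardiac contractile genes (-1.80, 5 higher and 32 lower of 41) where the WT list had a median of 0.38 (17 and 5). Pluripotency genes rose in both genotypes in both intervals, with medians of 0.65 in WT (17 and 6 of 26) and 1.95 in KO (24 and 1 of 27) from week 1 to week 2, and of 1.99 in WT (28 and 0 of 28) and 0.72 in KO (17 and 0 of 28) from week 2 to week 3. Neuron genes rose in WT between weeks 2 and 3 (1.63, 32 and 0 of 34) and moved by 0.24 in KO (7 and 1), whereas visceral endoderm genes had medians of -0.99 in WT and -2.12 in KO in that interval. By the threshold above, 3843 genes differed between weeks 1 and 2 in WT (2615 higher, 1228 lower, or 3447 and 671 with equal RPKM totals) and 3628 in KO. Between weeks 2 and 3 the counts were 3014 in WT and 1871 in KO.

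**Figure D3:**
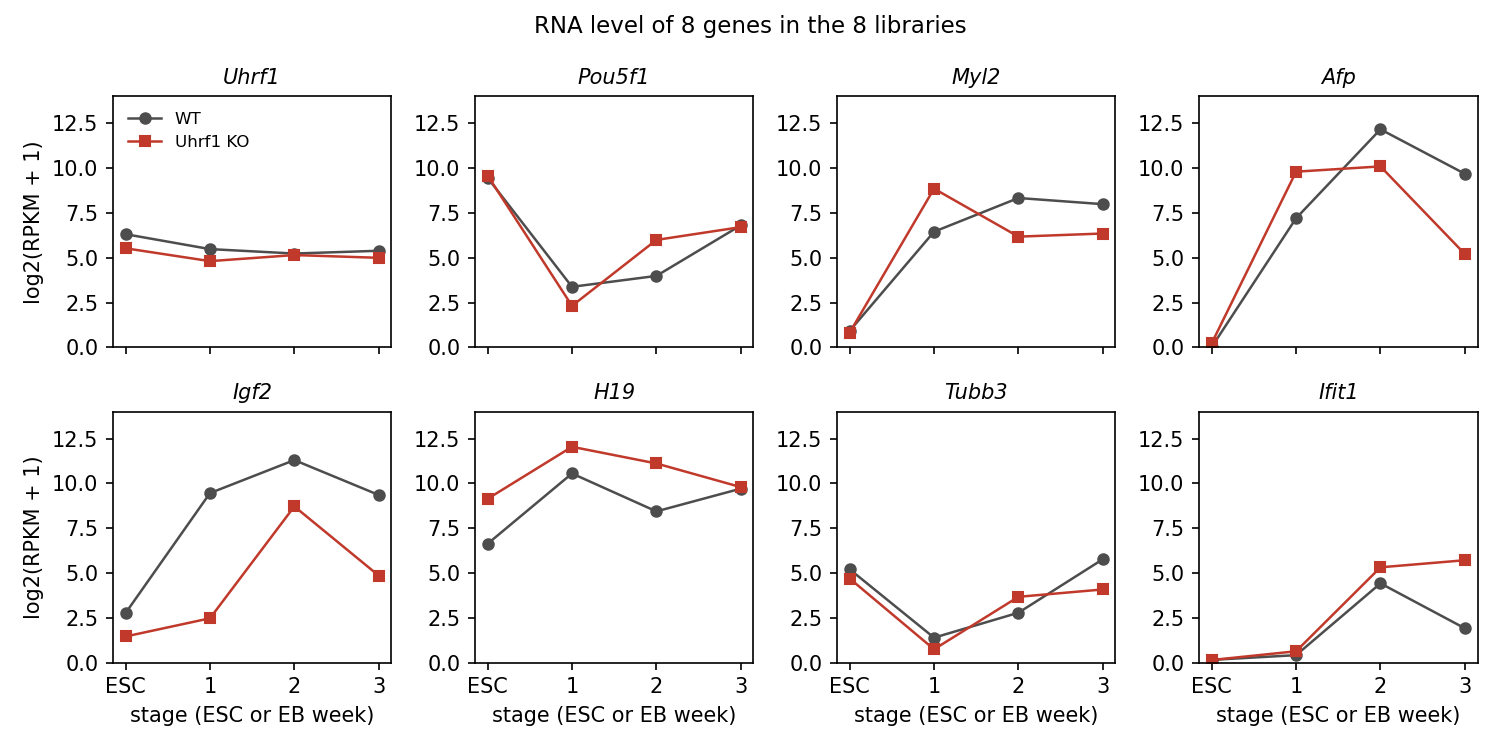
log2(RPKM + 1) of 8 genes (Uhrf1, Pou5f1, Myl2, Afp, Igf2, H19, Tubb3 and Ifit1) in ESCs and EBs at weeks 1 to 3, with grey circles for WT and red squares for KO, 1 library per point. Myl2 is higher in KO at week 1 and lower at weeks 2 and 3, and Igf2 is lower in KO in all 4 pairs.

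EBs were also compared with ESCs over both genotypes, to see which genes follow differentiation. Of the cardiac contractile list 38 of 41 genes were called higher and 0 lower in EBs, of visceral endoderm genes 31 and 1 of 36, of mesenchyme genes 31 and 0 of 33, and of the pluripotency network 1 and 27 of 28. As lists, camera called these 4 at its preset correlation but not at an estimated one (adjusted p 0.715, 0.715, 0.636 and 0.636). Among single genes, Tnnt2 was up by 7.25 log2 (SE 0.50, limma adjusted p 0.000175), Afp by 8.90 (SE 1.29, adjusted p 0.00173) and the collagen Col3a1 by 7.18 (SE 0.15, adjusted p 2.92e-05). Pou5f1 had a log2 change of -4.66 (SE 0.55, adjusted p 0.000823) and Utf1, another ESC gene, of -5.30 (SE 0.39, adjusted p 0.000205). All 5 genes kept that direction in 6 of 6 EB libraries against both ESC libraries. They were picked from the largest changes of the same contrast, so this is not independent evidence. The limma model called 9624 genes (5818 higher, 3806 lower of 13249). The ESC and EB libraries also differ technically, since 18 genes including Eef1a1 and 15 small RNAs were listed at 0 in both ESC libraries and read 20 or more in all 6 EB libraries, so batch and group cannot be told apart in these counts. With the same limit, counts against the ESC library were 7311, 8280 and 7780 for WT weeks 1 to 3 and 7516, 8089 and 7620 for KO.

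Averaged over stages, the genotype comparison asked what KO changed throughout. limma called 0 of 13249 genes (smallest adjusted p 0.117), with 1984 at an unadjusted p under 0.05 where 662 would be expected by chance. Genes vary together, so the count can stray far from 662, and a technical difference between WT and KO libraries would raise it. The excess is thus no evidence of a genotype effect. Without the ESC pair 6 genes passed, with Xlr and 3830403N18Rik higher and Snord99, Snord35b, Snord8 and Mir1839 lower, the last 4 being small RNAs listed at 0 in all 3 KO EB libraries. Such zeros may reflect a technical difference between WT and KO EB libraries, which cannot be told apart from genotype. Over lists, camera at its preset correlation called 10 of 39, and 18 without the week 2 pair. Interferon response (median log2 0.60, adjusted p 2.36e-06), germline (0.44, 0.000478), parietal endoderm (0.34, 0.000936) and surface ectoderm genes (0.39, 0.000941) were higher. White blood cell (-0.52, 1.78e-08), visceral endoderm (-0.86, 9.21e-08), endothelium (-0.17, 0.00205), erythroid (-0.37, 0.00431), cell cycle (-0.08, 0.0141) and Setd1a/COMPASS genes (-0.10, 0.0211) were lower. Without the week 1 pair the endothelium (0.130), erythroid (0.836), cell cycle (0.363) and Setd1a/COMPASS calls (0.0517) were lost, and without the ESC pair those of surface ectoderm (0.0501) and Setd1a/COMPASS (0.123). With a correlation estimated from the data none of the 10 calls held, nor did any with fry. For lists fixed beforehand, the count adjusted over the list alone was 19 of 35 for imprinted genes, 11 of 24 for surface ectoderm, 9 of 20 for parietal endoderm, 2 of 31 for germline genes, 2 of 21 for hypoxia and glycolysis, and 1 each for early mesoderm, cardiac transcription factors, cartilage and bone, endothelium and histones, against 0 over all genes tested. It was 2 of 3 for the study's muscle migration examples, which is not independent evidence, and 0 for the other lists. Median, mean and camera direction differed in sign for the imprinted, textbook 2-cell, glia, neural crest, Hox, cardiac transcription factor and DNA methylation lists and the cardiomyocyte examples, none of which was called.

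Genotype effects were compared between stages gene by gene. Across 13964 genes, which are not independent replicates, Pearson's r between KO/WT log2 folds was 0.27 for weeks 2 and 3 (Spearman's rho 0.38), 0.19 for weeks 1 and 3 (0.21) and 0.06 for weeks 1 and 2 (0.14). Between ESCs and weeks 1, 2 and 3 it was 0.15 (0.14), 0.08 (0.10) and 0.14 (0.26). Among genes at an RPKM of 5 or more in each stage r was higher for most pairs, at 0.51 for weeks 2 and 3, 0.35 for weeks 1 and 3, 0.18 for weeks 1 and 2, and 0.32 and 0.28 for ESCs with weeks 1 and 3. For ESCs with week 2, r stayed between 0.08 and 0.12 under every alternative. Of genes past 1.5-fold at both of 2 stages, those that shared a direction were 87.7% of 228, 63.5% of 255 and 81.3% of 235 for ESCs with weeks 1, 2 and 3. They were 62.6% of 625 and 72.8% of 596 for week 1 with weeks 2 and 3, and 78.1% of 883 for weeks 2 and 3.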

Values the study reported

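In undifferentiated cells, the study tested gene sets between WT and Uhrf1 KO and reported a false discovery rate (FDR) of 0.298 for stem cell maintenance genes and of 0.501 for trophectoderm genes. For genes of the germ layers the FDR was reported as above 0.060.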

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

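In this part the share of undifferentiated cells and the test of a faster course were set before their results were seen. The test for WT cells and its split by stage, and those for scaling, a remaining allele, exchanged libraries, depth and erythroid RNA, were chosen only after the result was seen.

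For 14 lists the KO/WT median stood apart upward at a stage and downward at another. With 1 library per genotype and stage, the difference between the stages was not tested against variation between libraries. Setting the differences against those of random lists, done for 11 of the 14, nearly repeats how the lists were chosen and decides nothing. The differences in median log2 were 1.44 for the pluripotency network (week 2 against week 1, 1.11 and -0.32), 0.52 for textbook 2-cell genes (week 2 against ESC, 0.21 and -0.31), 1.15 for neurons (week 2 against week 3, 0.35 and -0.80) and 0.83 for Hox genes (week 2 against week 3, 0.44 and -0.39). For cardiac contractile genes the difference was 2.10 (week 1 against week 2, 1.30 and -0.81), for cardiac transcription factors 0.76 (0.29 and -0.47), and for the cardiomyocyte examples picked by the study, which are not independent evidence, 3.18 (2.06 and -1.12). Smooth muscle differed by 1.31 (week 1 against week 3, 1.00 and -0.31), skeletal muscle by 0.33 (0.10 and -0.23) and visceral endoderm by 2.77 (0.21 and -2.56). Trophectoderm differed by 0.44 (ESC against week 2, 0.15 and -0.29), histones by 0.43 (ESC against week 3, 0.19 and -0.24), p53 targets by 0.85 (week 2 against week 1, 0.40 and -0.45) and the study's muscle migration examples by 1.65 (week 3 against week 1, 0.86 and -0.79).

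Uhrf1 RNA was kept in the libraries labelled KO. Scaling is argued against as the cause, since the lowest KO/WT ratio at any stage under 3 scalings was 0.543, at equal RPKM total in ESCs. WT cells in the KO culture may be a source, and would hold genes near or above their share if all WT cultures were alike. Below 0.5 of the Uhrf1 ratio by more than the counting interval lay 0 genes at a WT RPKM of 20 or more in ESCs (though Zscan4f, at 7.34, did), 16 at week 1, 76 at week 2 and 36 at week 3. Among the largest falls at week 1, picked after their values were seen, Igf2, Cdkn1c and Igf2r read 4.55, 1.94 and 3.53 in KO. In every WT EB library they read at least 653, 17.6 and 33.5. A WT share near 61.9% at week 1 would need WT cells with far less of these RNAs than any WT EB library had. The spread between cultures is unknown, so WT cells as such are not excluded at any stage. An allele that still makes RNA could also leave 57.4% of the WT level in ESCs, which cannot be told apart with 1 value per gene and no coverage along it.

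Pluripotency genes were higher in the KO week 2 library (median 1.11, 24 of 27). Depth and scaling are argued against by a lowest median of 1.04 after thinning to equal depth or rescaling, and an exchange of the KO week 2 and week 3 libraries by summed correlations higher as labelled by 0.0458 (0.0419 to 0.0495, bootstrap over genes with 1 library each). That sum rests on KO week 3 (0.956 with WT week 3, 0.909 with WT week 2), since KO week 2 correlated at 0.961 with WT week 2 and 0.963 with WT week 3. Undifferentiated cells in the KO week 2 EBs may account for the pattern. The share implied by 61 other ESC genes had a median of 7.14%, inside the range of 15 pluripotency genes (median 8.75%, quartiles 6.32% and 13.6%). Both sets were chosen as high in KO ESCs and low in WT week 2, the library subtracted to get the share. Positive shares are thus partly built in for both sets, and the likeness of their medians does not decide the question. The share also leans on the ESC libraries, whose technical difference from EB libraries is open, and whether Uhrf1 or the culture led to such cells was not tested.

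Cardiac contractile genes were higher in KO at week 1 and lower at weeks 2 and 3, whereas cardiac transcription factors did not stand apart at week 3 (-0.23). An exchange of the KO week 1 and week 2 libraries is argued against by correlations higher as labelled by 0.117 (0.108 to 0.126). Less erythroid RNA raising the share of other genes is argued against by the median log2 fold outside the erythroid list, 0.0128 at week 1. A faster course in KO EBs might explain the pattern, since 14 of 21 lists apart at week 1 went the way WT goes from week 1 to week 2, but that count shares the WT week 1 library and cannot be told apart from a deviation of that library. From these libraries alone, a biological effect of genotype and a difference between EB cultures stay open. Outside these libraries, the paper reported that KO EBs beat earlier than WT EBs. Expressing Uhrf1 in the KO cells was reported to restore the beating time, and another Uhrf1-null line to beat early as well.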

How the results depend on the processing

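Alternatives were set before the data were examined, except leaving out small RNAs and histones for the agreement between stages, small RNAs and genes at 0 in ESCs or EBs for EB against ESC, and equal RPKM totals for the Uhrf1 level, which were chosen after seeing the data. Of 200 counts and values under alternatives 154 stayed within the limits set and 46 moved. Of 315 list medians 279 stayed on their side of the percentile limits, 35 weakened and 1 reversed, and all 320 folds of named genes by stage kept their direction. The labels give no replicate numbers that pair samples. The genotype model compares WT and KO within each stage through its stage term, and without that term it called 0 genes as well (213 at an unadjusted p under 0.05, against 1984). Taking the first of several entries of a symbol changes nothing, as no symbol repeats, and EB against ESC could not be fitted without the ESC pair.

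With a pseudocount of 0.1 the ESC count was 1101, r was 0.12 for ESC and week 3, 0.0895 for weeks 1 and 2 and 0.25 for weeks 2 and 3, and the cardiac contractile list differed by -1.95 between weeks 3 and 1. A filter at RPKM 5 tests fewer genes and gave 1063, 1268 and 1200 at weeks 1 to 3, 2537 and 1827 for WT weeks 2 against 1 and 3 against 2, and 2160 and 1066 for KO. The 2-fold threshold is stricter by construction and gave 149, 623, 831 and 812 at ESC and weeks 1 to 3. Against ESC it gave 4618 and 4803 for WT weeks 1 and 3 and 4901, 5222 and 4731 for KO weeks 1 to 3, and along the course 1981 and 1428 in WT and 2097 and 732 in KO.

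Lists apart numbered 13 in ESCs with detected members alone and 13 with unmatched random lists, and 10 at week 1 and 8 at week 3 with means. The imprinted list at week 1 reversed, with a mean of -0.34 against a median of 0.12, with Igf2, Cdkn1c and Igf2r 154-, 31.7- and 21.3-fold lower. A filter at RPKM 5 in each stage gave r of 0.32 and 0.28 for ESC with weeks 1 and 3, 0.18 and 0.35 for week 1 with weeks 2 and 3, and 0.51 for weeks 2 and 3. Without small RNAs and histones r was 0.19, 0.12 and 0.22 for ESC with weeks 1 to 3, 0.16 for weeks 1 and 2 and 0.37 for weeks 2 and 3. With equal RPKM totals the KO/WT ratio of Uhrf1 was 0.543 in ESCs, 0.868 at week 2 and 0.687 at week 3. The genotype model without each stage pair in turn called 0 to 6 genes, the 6 without ESC. camera called 0 lists with an estimated correlation, 0 with fry and 9 to 18 without each pair, the 18 without week 2. EB against ESC calls ranged from 7170 to 10279, and from 9020 to 9413 without each EB pair. Except where a smaller gene set or stricter threshold is named, the cause was not tested. The shallowest library, KO week 1, limits folds of weakly expressed genes most.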

Other observations

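In this part the X-linked test was set before its result was seen, and the count of other splits was chosen only after it was seen.

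The ESC rises in Rhox genes led to the hypothesis that X-linked genes may be higher as a group in KO ESCs. Their median log2 fold was 0.01, at the 1.04 percentile of random lists matched on expression, which argues against a shift of the whole chromosome. X-linked genes were nevertheless 13.6% of the genes higher (56 of 412) and 4.60% of those lower (11 of 239), against 3.89% of all genes tested (428 of 11004).

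The genotype model averaged over stages called 0 genes, and all 32 splits of the 8 libraries that could be fitted gave as many or more, as they must against a count of 0, so the splits decide nothing about chance. The highest other split gave 15 genes. Another 3 splits could not be fitted.

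The levels of 4 imprinted genes, chosen after their values were seen, were as follows. H19 read 98.0, 1499, 345 and 834 in WT and 562, 4211, 2209 and 885 in KO at ESC and weeks 1 to 3, while Igf2 read 5.79, 701, 2517 and 653 in WT and 1.74, 4.55, 419 and 27.9 in KO. At weeks 1 to 3 Igf2r read 75.2, 82.6 and 33.5 in WT and 3.53, 16.8 and 6.12 in KO, while its antisense RNA Airn read 7.15, 9.26 and 5.91 in WT and 16.7, 10.7 and 9.89 in KO.

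The small RNAs Snord99, Mir1839, Snord35b and Snord8 were listed at 0 in all 3 KO EB libraries and in both ESC libraries, and Snord99 read from 741 to 1078 in WT EBs. Gapdh read 457 and 464 in the ESC libraries and from 65.6 to 83.6 in EB libraries. Within a stage WT and KO correlated at 0.991, 0.977, 0.961 and 0.956 from ESC to week 3, and KO week 2 correlated at 0.963 with WT week 3. Trophectoderm genes, for which the study reported no significant effect in ESCs by its own set test, stood apart here with other genes and another test.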
